A study of Mus musculus with 12 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

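Bulk RNA-seq was performed on CD206+ subdural CNS-associated macrophages (sdCAMs, the macrophages of the leptomeninges and perivascular spaces) sorted from mouse brain without the choroid plexuses. The mice carried a tamoxifen-inducible Cre at the Mrc1 locus and a Cre-dependent tdTomato (tdT) reporter at the Rosa26 locus. CD206+ cells labelled at tamoxifen induction, and their progeny, carried tdT. Cells present at induction that escaped labelling would be tdT− too. No library of tdT− cells from vehicle mice was available, so their share among tdT− cells is unknown. That tdT− cells arrived after depletion is the reading of the study. BLZ945 is a brain-penetrant inhibitor of the CSF-1 receptor and was given at 200 mg per kg for 7 days, and cells were isolated 8 weeks later. The 12 libraries fall into 3 groups of 4 by their labels. These are tdT+ cells of vehicle-treated mice, tdT+ cells of BLZ945-treated mice and tdT− cells of BLZ945-treated mice. Each library carries a mouse label (F1, F2, M1 or M2). A tdT+ and a tdT− library of BLZ945 mice with the same label come from the same mouse, and the vehicle mice are other animals.

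The deposited values are counts of reads per gene symbol, not normalised, and the authors did not pool replicates. Per the file headers, the authors obtained the counts with featureCounts 2.0.6 from exons of a filtered GENCODE M33 annotation with an entry for tdTomato added, without strand and without multi-mapping reads. GENCODE M33 is built on GRCm39, and all coordinates given are those of the deposited table. Per the labels, libraries were made from sub-nanogram amounts of RNA with a SMART-Seq protocol, in which cDNA is amplified by PCR, so counts are not independent molecules. Intervals and detection floors therefore cover counting error only. Because strand was not used, reads over exons of overlapping genes on opposite strands cannot be separated, and near-identical gene copies lose the reads that map to both. The deposited gene lengths are the summed lengths in bases of the merged exons. All 12 columns of counts were assigned to a library by the library name that they carry, and 0 columns were left over. One vehicle column carries the library number of the mouse labelled M2 but the label M1, and it was assigned by its library number, which affects the pairing of labels only.

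The table holds 56735 gene names, of which 32387 had 0 counts in all 12 libraries. The total per library lay between 19969308 and 23395058 counts. A floor of 3 counts corresponds to between 1.28e-05% and 1.50e-05% of a library. In R 4.3.3, genes with fewer than 10 counts in at least 75% of libraries (9 of 12) were removed, as in the methods of the study, and 13724 genes remained. Differential expression was tested with DESeq2 1.42.0 (two-sided Wald test, median-of-ratios size factors, group as the only term, all 12 libraries in a single fit). Log2 fold changes were shrunken with apeglm 1.24.0. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size were called DEGs. The parametric dispersion trend was replaced by a local regression in fits where DESeq2 found it a poor description. Normalised counts are counts divided by the size factors, and values are given as mean ± SD over 4 libraries.

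The MHC class II score was the mean of log2(normalised count + 1) over H2-Aa, H2-Ab1, H2-Eb1 and Cd74, and the YS (yolk sac) marker score that over Lyve1, Folr2 and Cd163. Scores were compared with two-sided exact permutation tests over the 70 assignments of 8 libraries, whose smallest possible p is 0.0286, with Benjamini-Hochberg adjustment over the 6 score tests. Principal component analysis used variance-stabilised counts of the 500 most variable genes, and the spread of the share on PC1 was taken as its jackknife standard error, 6.94 percentage points. Differences in effect between mice labelled F and M were tested as a DESeq2 interaction term. A 95% exact Clopper-Pearson interval is given for shares of gene lists. No pair of replicates was close to sampling noise, since the smallest chi-square per degree of freedom among the 18 pairs was 49.7.

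Genes named in the text come from a fixed panel of 32 genes taken from the text of the study and from a rule. The rule takes, for each contrast, the 5 DEGs with the largest and the 5 with the smallest log2 fold change among genes with a mean normalised count of at least 100 whose groups do not overlap, leaving out predicted genes. The study named the panel genes, including those of both scores, partly on the basis of these libraries, so their differences describe the groups and are no independent test. Sex-linked genes were used to check the labels, and marker genes of other cell types were listed before the data were examined, as were the contrasts, tests and alternatives unless stated otherwise. The pairing of libraries by mouse comes from the mouse labels. It was checked by the correlation, across genes, of the deviations of same-labelled libraries from their group means, and a fit with the label as a block was run as an alternative.

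Alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM normalisation, TMM factors inside DESeq2, no filter on low counts, a mean of at least 50 counts, adjusted p alone, unshrunken fold changes, no filter on Cook's distance, only the 8 libraries compared, the letter F or M as covariate, the mouse label as a block, removal of mitochondrial, ribosomal, predicted and immediate early genes, and leaving out each library in turn. Scores were also computed with a pseudocount of 10 and as TMM-normalised log2 CPM with a prior count of 2.

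The DESeq2 and edgeR fits, the block, the letter as covariate and the interaction terms were tested on simulated data, drawn from the means, dispersions and library sizes of the 13724 genes with 200 genes changed by 2 on the log2 scale. DESeq2 recovered 48.0% of the changed genes, and 20.7% of its calls were false. edgeR recovered 32.5% with 0 false calls among 65. Among the 3538 simulated genes with a mean of at least 1000 counts, 39 were changed, and DESeq2 recovered 39 of them with 0 false calls. The interaction term of DESeq2 made 176 calls, of which 75.6% were false, and that of edgeR recovered 6.5% with 0 false calls. Gene ontology terms were not analysed here.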

Results

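Gene expression of sdCAMs was measured by bulk RNA-seq in 12 libraries 8 weeks after treatment with BLZ945 or vehicle. The 4 vehicle tdT+ libraries held between 20398761 and 23395058 counts, the 4 BLZ945 tdT+ libraries between 19969308 and 22879495 and the 4 BLZ945 tdT− libraries between 20274521 and 22717716. Between 14230 and 15866 genes had at least 1 count per library. Pearson's r of log2 counts across genes lay between 0.779 and 0.863 for the 18 pairs of replicates. At this depth the floor of 3 counts corresponded to between 2.60 and 3.16 normalised counts.

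The labels were first checked against genes with a known pattern. Xist was counted in every library of a mouse labelled F and had 0 counts in every library of a mouse labelled M. Ddx3y and Eif2s3y had 0 counts in every library labelled F. The vehicle library F2 held Kdm5d counts, which are taken up among the other observations. The entry for tdTomato had 0 counts in all 12 libraries, in tdT+ and tdT− groups alike, so the reporter transcript could not be used to check the sorting. Counts of mitochondrial genes made up 0.907 ± 0.177% of vehicle tdT+ libraries, 0.562 ± 0.0335% of BLZ945 tdT+ libraries and 0.446 ± 0.133% of tdT− libraries (SD, n = 4). Both BLZ945 groups were lower than vehicle in all 4 libraries (exact permutation test, p = 0.0286 each, adjusted p = 0.0429 over 6 tests). The share of ribosomal protein genes differed by −0.459 percentage points between BLZ945 tdT+ and vehicle cells and by 0.340 between tdT− and BLZ945 tdT+ cells (exact permutation test, adjusted p = 0.0429 each). Between tdT− and vehicle cells it differed by −0.119 (exact permutation test, adjusted p = 0.571). The library names differ between vehicle and BLZ945 mice, so treatment and any difference in the time of isolation cannot be told apart. This limit applies to every comparison with vehicle, whereas tdT+ and tdT− cells of BLZ945 mice came from the same animals.

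The first question was how far the 3 groups differ as a whole. PC1 carried 59.2% of the variance of the 500 most variable genes and PC2 13.7%. The 4 tdT− libraries lay between 7.70 and 10.59 on PC1. The vehicle tdT+ libraries lay between −6.42 and −4.28 and the BLZ945 tdT+ libraries between −5.60 and −3.25, so that both tdT+ groups overlapped on PC1. The share on PC1 depended on the genes used and was 28.5% with all 13724 genes. On PC2 the tdT− library F2 lay at −8.82 and the other tdT− libraries between 1.05 and 4.80. On PC3, which carried 7.41% of the variance, the tdT+ groups did not overlap, with vehicle libraries between 0.47 and 4.17 and BLZ945 libraries between −3.72 and −1.71.

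**Figure D1:**
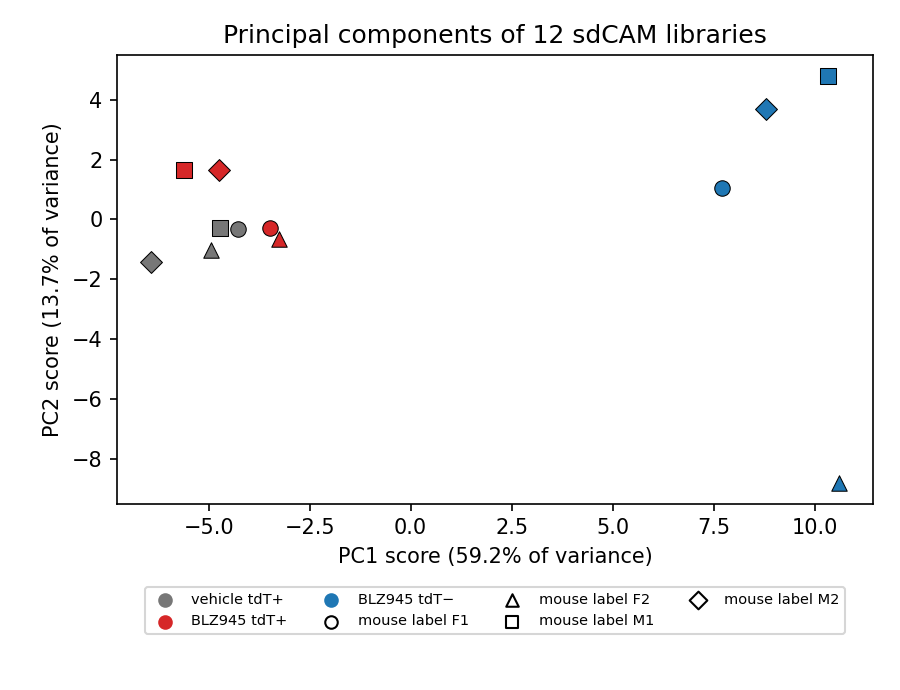
Scores of the 12 libraries on PC1 (x axis, 59.2% of variance) and PC2 (y axis, 13.7% of variance), in arbitrary units, with colours for the 3 groups and symbols for the mouse labels. The 4 tdT− libraries sit at PC1 scores of 7.70 or more and the 8 tdT+ libraries at −3.25 or less.

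The comparison of tdT− with tdT+ cells of BLZ945 mice asks whether cells that the study takes to be of different origin differ in the same repopulated niche. It gave 309 DEGs, of which 146 were lower and the remainder (52.8%) higher in tdT− cells. Of these, 284 (91.9%) had groups that did not overlap, against 9.35% of all genes tested and 2.86% of unselected genes by chance. DEGs are selected on a difference between these groups, so a high share follows from the selection, and in simulated data 18.4% of DESeq2 calls with groups that did not overlap were false, beside 20.7% of all calls. The threshold moved this count most, since 875 genes had an adjusted p of at most 0.05 in DESeq2 whatever their fold change. With the mouse label as a block, on the 8 libraries, 373 DEGs were found (208 higher, 165 lower), of which 269 were shared with the 309. Deviations of libraries from the same mouse correlated by 0.00734 across all genes and by 0.0811 across genes with a mean of at least 1000 normalised counts. The edgeR test gave 221 DEGs (97 higher, 124 lower), 193 of them shared, so which side was larger depended on the test. Of the 309 DEGs, 123 had a mean of at least 1000 counts, the range in which the simulated data gave no false calls.

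**Figure D2:**
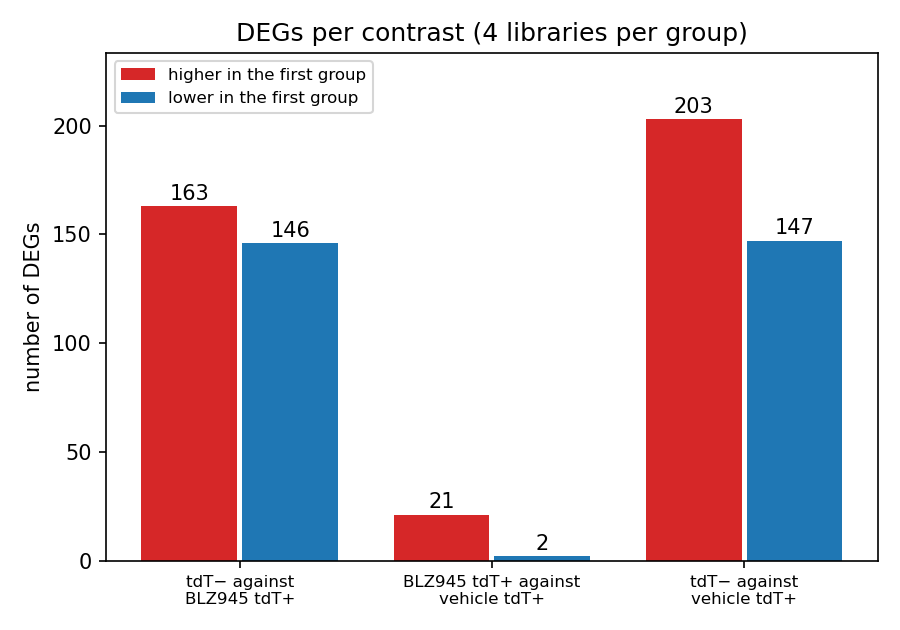
Number of DEGs (y axis) in the 3 contrasts (x axis), with red bars for genes higher and blue bars for genes lower in the group named first, each from 4 libraries per group. tdT− cells had 309 DEGs against BLZ945 tdT+ cells (146 of them lower) and 350 against vehicle tdT+ cells (203 higher, 147 lower), and BLZ945 tdT+ against vehicle tdT+ cells gave 21 higher and 2 lower.

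Of the 32 panel genes, 30 had an adjusted p of at most 0.05 in this contrast, both with adjustment over all genes and over the panel alone, and 26 were DEGs. Cd163 (chromosome 6, 124281615 to 124307486) fell from 42727 ± 6208 normalised counts in BLZ945 tdT+ cells to 6088 ± 618 in tdT− cells, a log2 fold change of −2.79 ± 0.13 (SE, adjusted p = 7.81e-105). Lyve1 (chromosome 7, 110449814 to 110462446) fell from 39592 ± 5901 to 9638 ± 2677 (log2 fold change −1.99 ± 0.20, adjusted p = 3.52e-21). C4b (chromosome 17, 34947354 to 34962856) fell from 38722 ± 3192 to 4227 ± 1128 (−3.18 ± 0.17, adjusted p = 2.39e-76). Its paralogue C4a is closely related in sequence, so the C4b count is uncertain. The log2 fold change was −3.24 for Colec12, −3.53 for Timd4, −1.50 for Mrc1 and −1.27 for Folr2, whose exons overlap the predicted gene Gm10602. Ptprk (chromosome 10, 27950816 to 28473393) had 897 ± 264 normalised counts in BLZ945 tdT+ cells and 2.20 ± 2.46 in tdT− cells. All of these genes had groups that did not overlap.

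The MHC class II genes were higher in tdT− cells. H2-Ab1 (chromosome 17, 34476663 to 34488393) rose from 73323 ± 19673 to 201104 ± 37039 normalised counts (log2 fold change 1.41 ± 0.19, adjusted p = 1.16e-12). H2-Aa rose by 1.31, H2-Eb1 by 1.37 and Cd74 by 1.30 on the log2 scale. H2 genes form a family of related sequences, and their counts are uncertain to that extent. Ccr2 (chromosome 9, 123901987 to 123913594) rose from 1214 ± 533 to 6651 ± 3817 normalised counts (2.33 ± 0.40, adjusted p = 2.19e-08), Fxyd5 by 1.31 and Cd52 by 1.16. Each of these genes was higher in all 4 tdT− libraries than in any BLZ945 tdT+ library. Of the genes used as shared macrophage markers, Mrc1 was a DEG as given above (−1.50), and the others changed less. Log2 fold changes were 0.08 for Clec12a (adjusted p = 0.904) and −0.05 for Lyz2 (adjusted p = 0.929), both within the spread of replicates, and −0.54 for Ms4a7 (adjusted p = 0.00314) and −0.43 for Apoe (adjusted p = 1.10e-04), both under the fold change threshold. The non-coding Rosa26 transcript Gt(ROSA)26Sor had 207 ± 78.2 normalised counts in BLZ945 tdT+ cells and 60.8 ± 34.4 in tdT− cells (−1.37 ± 0.63, adjusted p = 0.0218). Its groups overlapped, its exons overlap the more abundant gene Thumpd3, and 9 of the 12 other fits run for single genes changed the call.

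**Figure D3:**
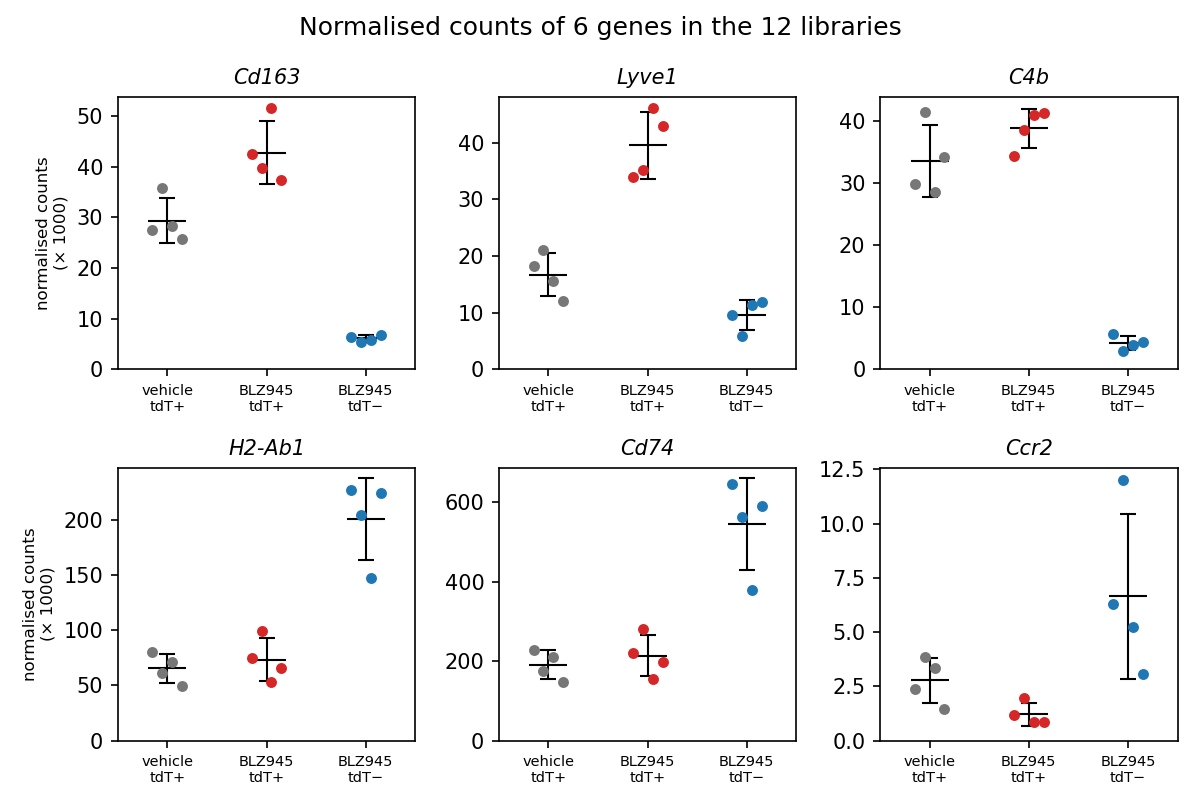
Normalised counts (y axes, in units of 1000 and starting at 0) of 6 genes in the 3 groups (x axes), with a point per library and black bars for mean ± SD of 4 libraries. Cd163, Lyve1 and C4b are lowest and H2-Ab1 and Cd74 highest in the 4 tdT− libraries, and Lyve1 is higher in BLZ945 tdT+ (39592) than in vehicle tdT+ cells (16708).

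Among genes whose groups did not overlap, the largest changes concerned genes of low abundance. Ephb6 (chromosome 6, 41582416 to 41597443) had 224 ± 136 normalised counts in BLZ945 tdT+ cells and 0 counts in all 4 tdT− libraries, and was at least 70.7-fold lower. Lamc1 was at least 79.5-fold and Lbx1 at least 80.9-fold lower, with at most 3 counts in any tdT− library. Nrap fell from 417 ± 177 to 1.41 ± 2.82. Pglyrp1 was at least 186-fold higher in tdT− cells on average, but ranged from 9.56 to 2101 normalised counts between tdT− libraries. Napsa rose from 4.61 ± 9.22 to 908 ± 564, Ear2 from 4.15 ± 8.29 to 420 ± 399, Aurka from 10.9 ± 15.6 to 305 ± 218 and Grk3 from 21.4 ± 8.66 to 488 ± 411. The spread of these genes was of the order of their mean. All 5 genes were highest in the tdT− library F2, and without it the shrunken log2 fold change of Pglyrp1 was 0.09, so that it was no longer a DEG although its DESeq2 adjusted p was 0.0112, while Napsa, Ear2, Aurka and Grk3 stayed DEGs. With edgeR, Ear2, Aurka and Grk3 had adjusted p of 0.0597, 0.0977 and 0.0641.

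The comparison of BLZ945 tdT+ with vehicle tdT+ cells asks whether tdT+ cells that outlasted depletion differ from undisturbed cells. It gave 23 DEGs, 21 higher and 2 lower in BLZ945 mice, of which 22 had groups that did not overlap (2.86% of unselected genes by chance). The split depended on the threshold on shrunken fold changes. With DESeq2 adjusted p alone there were 131 genes (66 higher, 65 lower) and with unshrunken fold changes 67 (41 higher, 26 lower). The edgeR test gave 7, of which 6 were shared with the 23. Of the 32 panel genes, 5 had an adjusted p of at most 0.05 with adjustment over all genes and 10 over the panel alone, and 1 was a DEG. This was Lyve1, which rose from 16708 ± 3827 to 39592 ± 5901 normalised counts (log2 fold change 1.18 ± 0.21, adjusted p = 4.34e-07). With edgeR its adjusted p was 0.0893, so that it was not a DEG there. Log2 fold changes were 0.49 for Cd163 (adjusted p = 0.00366), 0.15 for Mrc1 (adjusted p = 0.705), 0.06 for Cd74 (within the spread of replicates) and −0.85 for Ccr2 (adjusted p = 0.120). Ccr2 became a DEG in 4 of 12 other fits run for single genes, among them the block (−1.08, adjusted p = 2.12e-04 in DESeq2) and the letter as covariate (−1.08, adjusted p = 0.00899 in DESeq2).

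Among the largest changes, Meg3 (chromosome 12, 109506879 to 109538165) rose from 171 ± 54.7 to 1215 ± 432 normalised counts (2.76 ± 0.32, adjusted p = 2.80e-15) and Fos (chromosome 12, 85520664 to 85524047) from 747 ± 261 to 4014 ± 1420 (2.34 ± 0.31, adjusted p = 6.74e-12). Jun, Dusp1 and Zfp36, immediate early genes singled out after their values were seen, rose by 1.61, 2.29 and 1.48, whereas Junb changed by 0.28 (adjusted p = 0.402) and Egr1 by 0.03. Dusp1 overlaps the abundant gene Ergic1. Nav2 rose from 11.2 ± 1.55 to 88.4 ± 61.2 and Ntrk2 from 14.7 ± 8.37 to 183 ± 73.2. Mrc2 had 0 counts in all vehicle libraries and 89.2 ± 68.0 normalised counts in BLZ945 tdT+ libraries, at least 29.6-fold higher on average, although a single BLZ945 library stood at 1.05. The 2 lower genes were Cd79b (1042 ± 182 to 312 ± 99.9) and Me2 (604 ± 150 to 171 ± 55.2). Among 12 other fits run for single genes, Meg3, Fos and Cd79b kept their call in all, while Mrc2 and Ntrk2 lost it in 4 each, Nav2 in 2 and Me2 in 1.

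The comparison of tdT− cells with vehicle tdT+ cells asks how cells that the study takes as newly arrived differ from cells that were never depleted. It gave 350 DEGs, 203 higher and 147 lower, of which 326 had groups that did not overlap (2.86% of unselected genes by chance). Here 928 genes passed on DESeq2 adjusted p alone (449 higher, 479 lower), and edgeR gave 273 DEGs (139 higher, 134 lower), 227 of them shared. The excess of higher genes therefore depended on the threshold and the test. Of the 32 panel genes, 29 had an adjusted p of at most 0.05 over all genes and 30 over the panel alone, and 21 were DEGs. Log2 fold changes were −2.25 for Cd163, −2.97 for C4b and 1.48 for Cd74, and the groups did not overlap. Ccr2 rose by 1.02 (adjusted p = 0.0195) with groups that overlapped, and lost its call in 6 of the 12 other fits run for single genes. Lyve1 fell by 0.71 (adjusted p = 0.00247), under the fold change threshold, while its log2 fold change against BLZ945 tdT+ cells was −1.99. Mrc2 was at least 74.3-fold higher and Nav2, Thrsp, Spint1 and Serpine2 rose by 4.89, 4.42, 4.11 and 3.62. Microglia markers were also higher in tdT− libraries, as taken up among the other observations. Serpine2 ranked the tdT− libraries in the order of the microglia marker P2ry12 (M1, M2, F2, F1), while the other genes named here for their rise did not. Whether microglial RNA contributed to these rises was not tested. Slc27a6 was at least 156-fold, Ephb6 at least 89.7-fold, Lamc1 at least 92.9-fold and Lbx1 at least 63.3-fold lower, and Slc27a6 lost its call in 8 of the 12 fits. Ptprk fell from 916 ± 347 to 2.20 ± 2.46 normalised counts.

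Of the 463 genes that were DEGs of tdT− cells against either tdT+ group, 196 (42.3%, 95% exact interval 37.8 to 47.0%) were DEGs with the same sign against both. Of these 103 were higher and 93 lower, and 0 genes had opposite signs. Both contrasts share the tdT− libraries, so the overlap is not a replication. Of the 23 DEGs between the tdT+ groups, 21 changed with the same sign in tdT− cells against vehicle, 14 of them as DEGs, and 4 were DEGs between tdT− and BLZ945 tdT+ cells. The 23 genes were selected on a difference from the vehicle libraries, which both contrasts with vehicle share. A shared sign can follow from that selection alone, so it is no evidence of a shared change. The 3 contrasts together held 469 DEGs.

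The genes of both scores were partly chosen in the study from these libraries, so the scores describe the groups. The MHC class II score was 17.62 ± 0.33 in tdT− cells and 16.21 ± 0.36 in BLZ945 tdT+ cells (SD, n = 4), higher by 1.41 in tdT− cells in all 4 mice (exact permutation p = 0.0286, adjusted p = 0.0343 over 6 tests). It was 16.07 ± 0.28 in vehicle tdT+ cells, which differed from tdT− cells by 1.55 (exact permutation p = 0.0286, adjusted p = 0.0343, 4 of 4 libraries) and from BLZ945 tdT+ cells by 0.14 (exact permutation p = 0.571, adjusted p = 0.571, higher in 2 of 4 same-labelled pairs). The YS marker score was 12.20 ± 0.22 in tdT− cells, 14.26 ± 0.09 in BLZ945 tdT+ cells and 13.48 ± 0.19 in vehicle tdT+ cells. The differences were −2.06 between tdT− and BLZ945 tdT+ cells, −1.28 between tdT− and vehicle cells and 0.78 between BLZ945 tdT+ and vehicle cells. Each had an exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow (adjusted p = 0.0343, 4 of 4 libraries). For the tdT− and tdT+ libraries of the same mice, paired by replicate block, an exact sign-flip test gave an adjusted p of 0.15 for either score, from the smallest p that 16 sign flips allow. Over these 4 mice the tdT− and tdT+ libraries correlated by 0.726 in the MHC class II score and by −0.0203 in the YS marker score (Pearson's r, n = 4).

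Mouse labels carry the letter F or M, with 2 mice of each per group. The interaction term of DESeq2 called 329 genes whose difference between tdT− and BLZ945 tdT+ cells depended on the letter, 128 larger and 201 smaller in M, of which 14 lay on the X or Y chromosome. Between BLZ945 tdT+ and vehicle cells it called 68 genes, 41 larger and 27 smaller in M. The edgeR interaction test called 0 genes in either contrast, with 984 and 449 genes at an unadjusted p under 0.05. In simulated data 75.6% of the interaction calls of DESeq2 were false, so no gene is named from this comparison.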

Values the study reported

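For this experiment the study reported a heatmap of 380 differentially expressed genes, with an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction.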

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

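The tests of neutrophil RNA, of a swapped library and of loss of transcripts were chosen after the values had been seen. Within each group of 4, the highest or lowest library was set against the others for 20 library measures and 40 genes. In 12 of 174 groups the gap to the nearest library exceeded the 95% critical value of Dixon's test as a share of the range, and chance alone gives 8.7 (1 in 20).

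The tdT− library F2 stood apart in 4 of these. It had 15866 detected genes against 14304 to 14382 in the other tdT− libraries (gap 0.950 of the range), a neutrophil marker score of 12.47 against at most 1.44 (0.915) and a red blood cell marker score of 12.25 against at most 2.51 (0.862). S100a8 reached 131922 normalised counts, S100a9 87861 and Camp 47913, where no other library exceeded 20.3 for these genes. The library was the highest of all 12 for 5 of the 5 neutrophil marker genes. RNA of neutrophils in that library is a candidate explanation, but the library was noticed through these genes, so this count cannot separate it from another source. The library was also highest in the classical monocyte score (10.29, against 2.59 to 4.98 in the other tdT− libraries), with 32358 normalised counts of Chil3 and 0 in the other 11 libraries, and in the cell cycle score (9.80 against at most 6.14 in the other tdT− libraries), so its extra RNA was not limited to neutrophil markers. A swapped library was not borne out, since Pearson's r across genes with the other tdT− libraries exceeded the higher r with a tdT+ group by 0.0179. The tdT+ library of the same mouse also stood apart in its neutrophil score, 2.75 against at most 0.33 (0.946 of the range), from 18.4 normalised counts of S100a8, 20.3 of S100a9 and 16.6 of Retnlg. Whether the neutrophil RNA came with the animal or with the sorting was not tested. Without the tdT− library F2, tdT− against BLZ945 tdT+ cells gave 334 DEGs (150 higher, 184 lower), of which 248 were shared with the 309, so the count held within 1.5 times while some of the genes changed. The 5 genes named for their rise in that contrast, Pglyrp1, Napsa, Ear2, Aurka and Grk3, all had their highest normalised count in this library, and Pglyrp1 was no longer a DEG without it.

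Other outlying libraries concerned few counts. The BLZ945 tdT+ library F2 had the only counts of Napsa (20) and Ear2 (18) in its group, and the tdT− library F2 those of Nrap (6), each with a gap of 1 of the range because the other 3 libraries had 0. The vehicle library M2 had 0 counts of Napsa beside 3 libraries with more (0.905), and the vehicle library F1 had 1 count of Spint1 (0.864). These isolated zeros and low counts may reflect loss of transcripts in libraries from little RNA, since 52.5% of genes with a mean of 50 to 200 normalised counts had a 0 in at least 1 library. No biological explanation was tested for them. Me2 was low in the tdT− library F1 at 317 counts (0.851), and the cell cycle marker score was high in the BLZ945 tdT+ library M2 at 5.64 against at most 1.57 (0.953). Neither was explained by any test made. Gt(ROSA)26Sor stood at 98 counts in the BLZ945 tdT+ library F2 (0.946 of the range on the log2 scale), which is why its groups overlap.

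Effects also differed between mice labelled F and M in the DESeq2 interaction test, with 329 genes for tdT− against BLZ945 tdT+ cells and 68 for BLZ945 tdT+ against vehicle cells. The edgeR interaction test gave 0 genes in both, with 984 and 449 genes at an unadjusted p under 0.05. With 2 mice per letter and 75.6% false calls in simulated data, these counts cannot be told apart from noise in genes of low abundance.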

How the results depend on the processing

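The replicate block with the vehicle columns M1 and M2 exchanged was chosen after seeing the data. Between tdT− and BLZ945 tdT+ cells the 309 DEGs became 875 (393 higher, 482 lower) with adjusted p alone and 487 (215 higher, 272 lower) with unshrunken fold changes. Against vehicle, the 350 DEGs of tdT− cells became 928 (449 higher, 479 lower) and 544 (277 higher, 267 lower). For both contrasts the other alternatives gave counts within 1.5 times, from 221 (edgeR) to 373 (no low-count filter, and replicate block) for the first and from 273 (edgeR) to 410 (no low-count filter) for the second. Leaving out each library in turn gave from 258 to 361 and from 309 to 382 DEGs.

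The count of 23 DEGs between BLZ945 tdT+ and vehicle tdT+ cells moved most. It was 131 (66 higher, 65 lower) with adjusted p alone, 67 (41 higher, 26 lower) with unshrunken fold changes, 45 without the low-count filter, 54 with only the 8 libraries compared and 7 with edgeR. Across the 12 fits that each left out a library it ran from 7 to 34. The 7 came from leaving out the tdT− library M1, which is in neither group. The cause was not tested. In this contrast the vehicle and BLZ945 mice are different animals, and same-labelled libraries correlated by 0.0239 across genes (0.00760 for tdT− against vehicle). The replicate block gave 58 DEGs, and 59 with the vehicle columns M1 and M2 exchanged. Against vehicle, tdT− cells gave 369 and 371. In simulated data the share of false calls was 37.3% with the block and 20.7% without it. Those data held no effect of the mouse, and the block was fitted to 8 libraries against all 12 without it. The difference therefore cannot count against the block in the real data.

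The share of tdT− DEGs found against both tdT+ groups lay between 39.8% and 46.6% under its 3 alternatives, inside the interval of the reported share. The DESeq2 interaction counts became 0 and 0 with edgeR, and the 68 became 36 with a mean of at least 50 counts. The cause was not tested.

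The groups of all 5 score differences past the threshold are fully apart, so their p is already the smallest possible and leaving out a library cannot make the groups overlap. The adjusted p of at most 0.0381 in those fits therefore shows no stability, and only the size of the differences could move. Under the replicate block, as exact sign-flip tests, the differences are by construction 1.41 and 1.55 for the MHC class II score and −2.06, 0.78 and −1.28 for the YS marker score, with an adjusted p of 0.15 each, from the smallest p that 16 flips allow. Without a library the MHC class II score differed by 1.27 to 1.57 and 1.43 to 1.71, and the YS marker score by −2.13 to −1.97, 0.72 to 0.87 and −1.35 to −1.18. The difference of 0.14 between BLZ945 tdT+ and vehicle cells ran from −0.0068 to 0.28, reversing without the BLZ945 tdT+ library F2.

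The share of variance on PC1 was 28.5% with all genes and 20.9% with log2 TMM CPM, against 52.6% to 60.3% without a library. Separately from the PCA, replacing the size factors by TMM factors shifted the log2 fold changes of all genes alike, by between −0.03 and −0.01 in the 3 contrasts.

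Among 56 pairs of a named gene and a contrast, 41 kept their call and direction in all 12 fits run for single genes. These were edgeR, the block, the letter as covariate, only the 8 libraries compared and 8 fits without a library, and single genes were not followed in the other alternatives. With edgeR 10 calls were lost, with the block 2 were lost and 1 gained (Ccr2 between the tdT+ groups), with the letter as covariate 1 was lost and 1 gained, with only the 8 libraries compared 1 was lost, and without single libraries 26 were lost and 2 gained over 448 fits. Directions reversed only for fold changes near 0 and only without single libraries, for Clec12a (−0.016 without the tdT− library F1, range −0.016 to 0.17) and Lyz2 (0.018, 0.022 and 0.009 without the BLZ945 tdT+ library F2 or the tdT− libraries M1 or M2, range −0.12 to 0.022). In simulated data 39 of 39 changed genes with a mean of at least 1000 counts were recovered. Calls on genes with few counts, such as Mrc2 between the tdT+ groups (log2 fold changes from 0.03 to 10.47) and Slc27a6 (−13.14 to −0.21), depended on the fit.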

Other observations

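The tests in this part were chosen after the result was seen, except those of other splits, of gene length and of zeros within animals. Of the 35 splits of 8 libraries into 4 and 4, 8 part all same-labelled pairs as the real split does. For tdT− against BLZ945 tdT+ cells 1 of these 8, the real one, gave as many as 309 DEGs, and the others gave 6 to 24. For BLZ945 tdT+ against vehicle cells 1 of 8 gave as many as 23, and the others 0 to 4. For tdT− against vehicle cells 1 of 8 gave as many as 350, and the others 5 to 14. A share under 1 of 8 cannot arise, so these 8 alone cannot decide on chance. The other 27 splits, which keep some same-labelled libraries together, gave at most 26, 8 and 24 DEGs, so that over all 35 splits the real one alone gave as many in each contrast. For the 2 contrasts with vehicle the labels join different animals, and the 35 splits are the fuller comparison there.

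Gene length was related weakly to the fold changes. Spearman's rho across the 13724 genes was −0.183 for tdT− against BLZ945 tdT+ cells and 0.184 for BLZ945 tdT+ against vehicle cells, both just under the size of 0.2 set beforehand. Genes are not independent replicates, and a contribution of length below that size remains open. Of the genes named for their rise in BLZ945 tdT+ against vehicle cells, Nav2, Ntrk2 and Meg3 had merged exons of 32228, 19292 and 19071 bases. Those of Mrc2 and Fos had 6674 and 2352 bases. For the long genes among these, a part played by length was not excluded.

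Many genes had 0 counts in a library beside high counts in its replicates. Of the 2494 genes with a mean of 50 to 200 normalised counts, 52.5% had a 0 in at least 1 library, where read sampling gives under 1%, and of the 3537 genes with a mean of at least 1000, 0.0848% did. A gene at 0 in the tdT+ library of a BLZ945 mouse was also at 0 in the tdT− library of the same mouse in 28.3% of cases and in that of the other mouse of the same letter in 28.1%, a ratio of 1.01. Genes switched off in whole animals are thus not borne out, and a candidate explanation is loss of transcripts in libraries made from little RNA.

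Marker genes of microglia were higher in tdT− libraries. The score of 7 genes was higher by 1.68 than in BLZ945 tdT+ cells and by 2.25 than in vehicle cells, in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.147 over 36 tests of marker sets). No smaller p can arise from 4 against 4 libraries, so this adjusted test could hardly pass. In the DESeq2 fit all 7 genes had an adjusted p of at most 1.60e-05 against BLZ945 tdT+ cells and 6 were DEGs, among them Tmem119 (log2 fold change 2.04) and Sparc (2.08). The score was also higher by 0.57 in BLZ945 tdT+ than in vehicle cells (exact permutation p = 0.0286, adjusted p = 0.147), where every gene of the set had a DESeq2 adjusted p of at least 0.184. P2ry12 had 106728 normalised counts in the tdT− library M1 and 42296 in F1. The 7 genes ranked the 4 tdT− libraries in nearly the same order (Kendall's W = 0.902), which is consistent with microglial RNA in amounts that differ between libraries. Expression of these genes by the tdT− cells themselves could give the same order and cannot be told apart from it. Markers of neurons and glia differed by −0.44, so RNA of brain cells in general is not borne out.

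Such RNA could also dilute the transcripts of sdCAMs. After taking off the change of Ms4a7, 3 of the 4 genes Cd163, Lyve1, Folr2 and C4b were still lower by at least 1 on the log2 scale in tdT− than in BLZ945 tdT+ cells. These were Cd163 (−2.25), Lyve1 (−1.45) and C4b (−2.64), and Folr2 changed by −0.72. With Ms4a7 as the reference, dilution by RNA of other cells alone does not account for those 3. Of the other shared macrophage markers, Clec12a (0.08), Lyz2 (−0.05) and Apoe (−0.43) changed less than Ms4a7. Mrc1 fell further (−1.50), close to Lyve1 before the change of Ms4a7 was taken off (−1.99). For Lyve1 the result therefore depends on the reference.

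RNA of dendritic or B cells was examined as an explanation for part of the MHC class II difference. The tdT− library with the highest mean of the dendritic and B cell marker scores, F1, ranked 1 of the 4 tdT− libraries in its MHC class II score, which happens by chance in 1 of 4 cases. By share of counts from these markers F2 was highest (0.0339%, against 0.0182% in F1) and ranked 3. The measures disagree, so within tdT− libraries RNA of dendritic or B cells cannot be told apart from expression by the tdT− cells themselves. Against vehicle, whose MHC class II score was lower by 1.55, the measures disagree as well. The mean share of counts from these markers in tdT− libraries (0.0225%) was 0.769 times that of vehicle libraries (0.0292%), while the dendritic cell marker score was higher by 1.41 in tdT− libraries (exact permutation p = 0.114) and the B cell marker score lower, by −1.21 (exact permutation p = 0.314). This comparison therefore leaves RNA of dendritic or B cells open. In BLZ945 tdT+ libraries the share was 0.0118%. The dendritic cell marker score was higher by 2.63 in tdT− than in BLZ945 tdT+ cells, in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.147), and the B cell marker score differed by 0.15 (exact permutation p = 0.743). In the DESeq2 fit of this contrast Zbtb46 fell by 1.43 (adjusted p = 0.00141), Flt3, Cd209a, Ccr7 and Itgax rose by at most 0.14 after shrinkage (Ccr7 by 0.02 with an adjusted p of 8.59e-09), and Cd79b rose by 1.16 (adjusted p = 4.26e-04).

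Immediate early genes were higher by 1.41 in BLZ945 tdT+ than in vehicle cells, in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.147 over 36 tests). The tdT− cells of the same mice were higher than vehicle by 1.29. In the DESeq2 fit of BLZ945 tdT+ against vehicle cells Fos, Jun and Dusp1 were DEGs, whereas the shrunken log2 fold change was 0.28 for Junb and at most 0.03 for Egr1, Atf3, Fosb, Hspa1a and Hspa1b, so the score does not stand for the whole set. Isolation or handling that differed between vehicle and BLZ945 mice could raise these 3 genes, and a lasting effect of treatment cannot be told apart from it.

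The vehicle library F2 had 111 normalised counts of Kdm5d, a gene of the Y chromosome, and 0 counts in all of Ddx3y, Eif2s3y and Uty together. Those zeros lend no weight to RNA of a male mouse. They cannot exclude a small amount of it either, since many genes had 0 counts beside high counts in replicates. No biological explanation was tested. Gt(ROSA)26Sor, the transcript of the locus that carries the reporter, was lower in tdT− cells. Of the 1000 genes nearest in mean count 0.9% had as low a log2 fold change, so a fall shared by genes of that abundance is not borne out. Against vehicle tdT+ cells it was lower as well (log2 fold change −1.15, DESeq2 adjusted p = 0.0475), with groups that did not overlap. The study read Gt(ROSA)26Sor as a measure of tdT in its stroke experiment, and a fall in tdT− cells is what that reading would give. Reads shared with Thumpd3 were not tested, so this remains a candidate explanation only.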
